A study of Mus musculus with 24 samples. Its data were reported in "NFIA differentially controls adipogenic and myogenic gene program through distinct pathways to ensure brown and beige adipocyte differentiation" (2020).

How the data were processed

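RNA-seq was measured in immortalised stromal vascular fraction cells of mouse inguinal white adipose tissue, a mixed preparation that contains adipocyte precursors. The cells came from mice whose Nfia exon 2 is flanked by loxP sites and carried SV40 large T antigen. The labels give 4 cell types: ctrl, Cre (Cre recombinase), Cre + NFIA (Cre and FLAG-tagged full-length NFIA) and Cre + NFIA Δpro#3 (Cre and a FLAG-tagged NFIA that lacks a C-terminal proline-rich segment). Each was sampled at day 0 and day 7 of thermogenic adipocyte differentiation in 3 replicates, which gave 24 libraries in 8 groups.

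The deposited values are FPKM, fragments per kilobase of gene length per 1000000 counted fragments. The authors aligned reads of stranded mRNA libraries to the mm9 mouse genome with STAR, kept uniquely aligned reads, counted reads per gene on the matching strand, and divided by gene length and library total. Each library listed 24825 genes. FPKM multiplied by length in kilobases summed to 1000000 in each library, and 100% of the values were whole multiples of the value of 1 read, so reads per gene and library totals were recovered from the FPKM values. Totals ranged from 7.73 to 14.62 M reads (M, 1000000). The smallest expression taken as shown was 3 reads, which is 0.205 to 0.388 reads per 1000000 over the libraries. This floor covers counting error only, because the reads carry no molecular identifiers. In the symbol column 26 rows read as dates, which spreadsheet programs make of some gene symbols, and 2 rows repeated a symbol. Rows with date-like symbols are not named here. Values of short genes that lie inside other genes, such as microRNA and small nucleolar RNA genes, and of members of gene families such as Prl2c2 are uncertain where reads could belong to more than 1 gene. Nfia values include reads of the transgene.

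Because the unit was FPKM and not counts, the branch of the design written for a table of counts was not used. Values were transformed to log2(FPKM + 1), and genes with FPKM of at least 1 in at least 3 libraries were tested (12640 genes). Fold changes are on this scale, which makes the change of low genes smaller. Linear models were fitted with limma 3.58.1 in R 4.3.3 with a mean-variance trend. Comparisons within a day used the 12 libraries of that day, and comparisons between days and interactions (the difference between days of a difference between cell types) used all 24 libraries. Tests were two-sided unless stated. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 3-fold. Overlaps of calls were tested with one-sided Fisher's exact tests across the genes tested, which are not independent replicates. Lists of adipocyte, thermogenic, skeletal muscle, contractile, proliferation, interferon and p53 genes were tested with limma camera at an inter-gene correlation of 0.01, with p adjusted over 119 tests (7 lists in 17 comparisons). The groups, tests, lists and first set of alternatives were fixed before the data were examined.

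Genes are named by a rule fixed with them. The rule takes genes the study is about and, for Cre against ctrl, Cre + NFIA against Cre and Cre + NFIA Δpro#3 against Cre at each day, up to 3 higher and 3 lower called genes with the largest change whose groups did not overlap. Chromosome positions (1-based) are from GENCODE vM1 on NCBIM37, the assembly that mm9 names. Of the 24825 symbols 20495 were found there, and 40 of the 46 named genes had a position.

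Replicate numbers come from the titles and recur in each group, and whether they pair cultures is not stated. Models with the replicate number as a block were fitted beside those without it, and pairing was checked by the correlation of same-numbered libraries' deviations from their group means. In the 24 pairs of replicate libraries a chi-square over genes was 2.21 to 15.91 per degree of freedom, and in the 252 pairs across groups it was 6.82 to 344.02. All were above the 1 that sampling noise gives, so no library repeated another.

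Alternatives were pseudocounts of 0.1 and 5, no filter on low values, a mean FPKM of at least 5, median-of-ratios size factors, quantile normalization, only the groups compared in the model, all 24 libraries in the model, the replicate block, limma without trend, other thresholds, each library left out in turn, and for lists camera with an estimated correlation or a pseudocount of 0.1. Alternatives chosen after seeing the data were limma voom on the recovered reads, reads thinned at random to the smallest library, genes of at least 200 bases only, the scalings without a fold threshold, and for lists the block, the scalings, thinned reads and each library left out. The tests were tested on simulated data with the ctrl day 7 means in every group, the real library sizes and a fixed spread. In the Cre day 7 group 200 of 12030 tested genes were changed 6-fold, as many raised as lowered. The changed genes had a ctrl day 7 mean FPKM of at least 5. The simulation therefore did not test low genes, uneven changes, day 0 differences or a general difference between days. For a comparison within day 7 limma recovered 200 with 0 false calls, and 0 genes were called among 12030 where no change was made. For an interaction it recovered 195 of 200 changed genes among 12030 with 0 false calls. For the day 7 comparison of Cre with ctrl voom recovered 200 with 1 false call among 12030, and voom was not simulated for an interaction. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the values and drew the plots. Sequencing reads and exon-level counts were not analysed here.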

Results

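Gene expression was measured by RNA-seq in 4 types of immortalised inguinal stromal vascular fraction cells, ctrl, Cre, Cre + NFIA and Cre + NFIA Δpro#3, before differentiation (day 0) and at day 7 of thermogenic adipocyte differentiation, with 3 libraries per group. NFIA is a transcription factor of the nuclear factor I family, and the design asks what changes when Nfia is targeted by Cre and whether it is restored by full-length NFIA or by a mutant without a proline-rich segment, Δpro#3. Library totals were 7.73 to 13.09 M reads (M, 1000000) at day 0 and 9.15 to 14.62 M at day 7. Day 0 libraries labelled Cre held 8.63 ± 1.33 M reads (SD, n = 3), ctrl 12.28 ± 0.92, Cre + NFIA 10.27 ± 0.72 and Cre + NFIA Δpro#3 12.51 ± 0.24 M. At day 7 these means were 10.73 ± 1.45, 12.30 ± 1.81, 13.50 ± 1.08 and 12.15 ± 0.51 M in the same order. Xist had at most 7 reads in any library, and Ddx3y was at 10.6 to 17.6 FPKM.

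The targeted gene was examined first. Nfia lies on chromosome 4 of mm9 (NCBIM37) from 97439425 to 97868605, and its exon 2, the floxed exon, spans 97449773 to 97450304, 532 bases of a gene length of 9643. At day 0 Nfia was at 6.23, 6.75 and 6.43 FPKM in the ctrl replicates and 6.81, 5.34 and 6.49 FPKM in libraries labelled Cre. At day 7 it was at 9.81, 9.15 and 9.70 FPKM in ctrl and 10.7, 10.1 and 9.49 FPKM in libraries labelled Cre. The log2 fold change of Cre against ctrl was -0.056 (SE 0.071, limma adjusted p = 0.687) at day 0 and 0.070 (SE 0.072, limma adjusted p = 0.426) at day 7, and under quantile normalization the day 7 value was -0.058. The gene-level value thus did not fall in libraries labelled Cre, and it does not check that label. In these data every direction given below for Cre therefore rests on the label. For Cre-expressing cells the paper reports efficient recombination by genomic PCR and near-complete loss of NFIA mRNA and protein. In Cre + NFIA it was at 74.9, 69.7 and 72.7 FPKM at day 0 and 97.1, 89.0 and 83.9 FPKM at day 7. In Cre + NFIA Δpro#3 it was at 61.7, 59.7 and 60.7 FPKM at day 0 and 111, 99.5 and 95.0 FPKM at day 7.

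The first principal component of the 12640 genes tested held 71.4% of the variance and the second 8.7%. On the first component the day 0 libraries lay at -43.91 to -34.74. At day 7 Cre + NFIA lay at 77.78 to 80.22, ctrl at 64.44 to 72.41, libraries labelled Cre at 8.85 to 26.79 and Cre + NFIA Δpro#3 at -13.01 to -3.25.

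**Figure D1:**
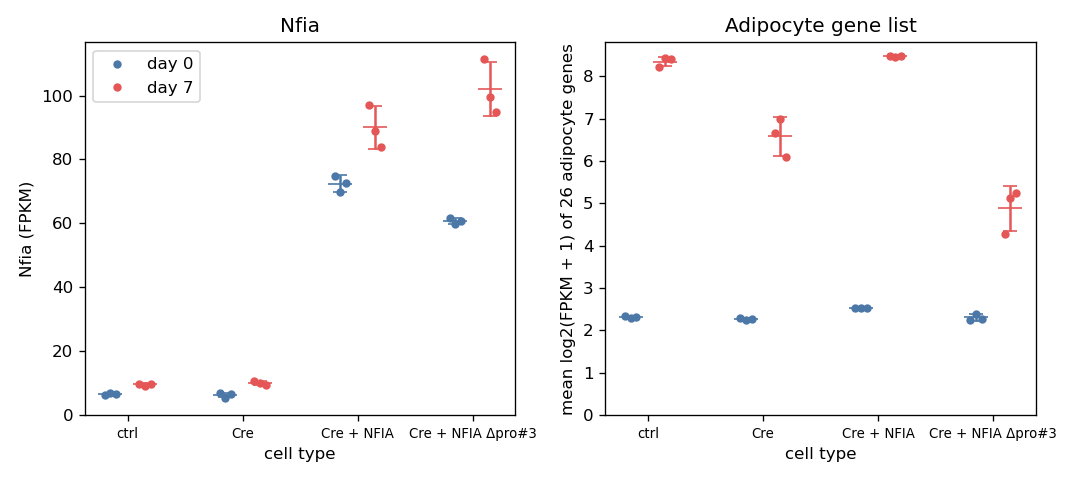
Nfia in FPKM (left) and the mean log2(FPKM + 1) of 26 adipocyte genes (right) by cell type and day, with points for libraries and bars for the mean and SD of 3. Nfia did not separate libraries labelled Cre from ctrl, while the day 7 adipocyte score was 8.35 in ctrl, 6.59 in libraries labelled Cre, 8.48 in Cre + NFIA and 4.88 in Cre + NFIA Δpro#3.

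The comparison of Cre with ctrl asks what changes when Nfia is targeted. At day 7, 191 genes were called, 30 higher and 161 lower in libraries labelled Cre. The fold threshold moved this count most, since 7430 genes passed the adjusted p without it. Of those 4563 were higher and 2867 lower, the opposite balance, and with median-of-ratios size factors 3526 were higher and 3804 lower. With the replicate number as a block 191 genes were called, 191 of them shared, and the correlation of same-numbered libraries was 0.0560. Cbr2 (chromosome 11, 120590803 to 120593428) was the called gene with the largest fall on the log2(FPKM + 1) scale. It was at 45.8 ± 9.86 FPKM in ctrl and 2.99 ± 0.589 FPKM in libraries labelled Cre (log2 fold change -3.54, SE 0.15, limma adjusted p = 5.44e-08). Cox8b (chromosome 7, 148084842 to 148086345) was at 12.3 ± 2.30 FPKM in ctrl and had at most 1 read in any library labelled Cre, at least 15.8-fold lower. Nos3 (chromosome 5, 23870628 to 23890292) fell by 3.32 on the log2 scale. The largest rises were 2.62 in Gpx3, 2.27 in Grem1 and 2.23 in Prl2c2. The adipocyte regulator Pparg (chromosome 6, 115311239 to 115440419) was at 50.1, 51.2 and 54.8 FPKM in the ctrl replicates and 22.4 ± 5.55 FPKM in libraries labelled Cre (log2 fold change -1.21, SE 0.19, limma adjusted p = 0.000158), a change below 3-fold. Fabp4 (chromosome 3, 10204347 to 10208576) fell by 1.90 (SE 0.36, limma adjusted p = 0.0007).

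The comparison of Cre + NFIA with Cre asks what full-length NFIA restores. Mean Nfia at day 7 was 90.0 FPKM in Cre + NFIA and 9.55 FPKM in ctrl. Changes against Cre can therefore include effects of NFIA above the ctrl amount, and the 2 were not separated. At day 7, 459 genes were called, 269 higher and 190 lower in Cre + NFIA, and 459 with the replicate block, 459 of them shared (correlation of same-numbered libraries -0.00500). Of the calls 58.6% were higher as deposited and 69.2% with median-of-ratios size factors. Without the fold threshold the balance was opposite, with 3418 higher and 4540 lower, and with median-of-ratios size factors it was 4087 and 3820. Cox8b was at 111 ± 4.02 FPKM in Cre + NFIA, at least 142-fold higher than in libraries labelled Cre. Cbr2 rose by 5.55 (SE 0.15, limma adjusted p = 3.64e-10) and Wfdc21 by 5.28. Ptn (chromosome 6, 36665663 to 36761361), Prl2c2 and Il1rl1 changed by -2.91, -2.76 and -2.66. Ppargc1a was at 5.86 ± 0.294 FPKM, against 0.343 ± 0.183 FPKM in libraries labelled Cre and 1.44 ± 0.284 FPKM in ctrl. Of the 161 genes lower in libraries labelled Cre than in ctrl, 127 (78.9%) were higher in Cre + NFIA than in Cre, where 3.43 were expected by chance (one-sided Fisher's exact p = 1.2e-193), and without a fold threshold 2554 genes were shared. Of the 30 genes higher in libraries labelled Cre, 18 were lower in Cre + NFIA (one-sided Fisher's exact p = 5.01e-26). Both comparisons use the same Cre libraries, and the replicate block gave 127 and 18 shared genes. Between Cre + NFIA and ctrl 38 genes were called, 31 higher and 7 lower (39 with the block; correlation -0.0260). Without the fold threshold these were 1114 and 1157, the opposite balance, and with median-of-ratios size factors 933 and 1404.

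The same question was asked of the Δpro#3 mutant. Against Cre at day 7, 79 genes were called, 4 higher and 75 lower, and 78 with the replicate block, 78 of them shared (correlation of same-numbered libraries 0.0330). Without the fold threshold the balance was 973 higher and 1265 lower, with median-of-ratios size factors 704 and 1377 and under quantile normalization 1275 and 1234. Of the 161 genes lower in libraries labelled Cre than in ctrl, 1 was higher with the mutant (one-sided Fisher's exact p = 0.05), and of the 30 higher genes 1 was lower with it (one-sided Fisher's exact p = 0.164). Among the called higher genes Nfia rose by 3.21, while Mir6960 and Mir697 had at most 4 and 6 reads per library with the mutant. Cidec (chromosome 6, 113374628 to 113385754) was at 109 ± 49.7 FPKM with the mutant and 585 ± 210.0 FPKM in libraries labelled Cre (log2 fold change -2.47, SE 0.34, limma adjusted p = 0.000777). Thrsp changed by -2.46 and Retn by -2.45. Against Cre + NFIA 875 genes were called, 294 higher and 581 lower with the mutant (874 with the block; correlation -0.0600), and Pparg changed by -2.64 (limma adjusted p = 1.22e-07). The median log2 fold change of all genes in that comparison was 0.097 as deposited and -0.006 with median-of-ratios size factors, a shift of -0.10. Without the fold threshold 5101 higher and 3649 lower genes were found there as deposited, the opposite balance, and 4186 and 4419 with median-of-ratios size factors.

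Gene lists were tested as wholes. At day 7 the 26 adipocyte genes changed on average by -1.76 in libraries labelled Cre against ctrl (limma camera adjusted p = 2.21e-12), by 1.89 in Cre + NFIA against Cre (adjusted p = 2.89e-10) and by -1.71 in Cre + NFIA Δpro#3 against Cre (adjusted p = 1.52e-22). All 26 genes moved the same way in each of these comparisons. With the replicate block the limma camera adjusted p were 3.96e-12, 4.56e-10 and 1.48e-21, at correlations of same-numbered libraries of 0.0560, -0.00500 and 0.0330. The 14 thermogenic genes tested changed by -1.39, 1.83 and -0.50 in these comparisons (adjusted p = 2.34e-08, 2.68e-07 and 0.000435; with the block 3.57e-08, 3.64e-07 and 0.000533). The day 7 cultures are bulk samples that also differed in the adipocyte list. Day 7 changes of the other lists, here and below, were not tested apart from that difference. They do not show a separate effect of NFIA on those genes. The assumed correlation within a list moved the list results most. At 0.01, 69 of 119 list tests passed. With the correlation estimated for each list 0 passed, with 32 at an unadjusted p under 0.05 and a lowest adjusted p of 0.108. For Cre against ctrl, lists passing at 0.01 included interferon (0.80, limma camera adjusted p = 7.62e-06) and p53 (0.43, adjusted p = 0.00943) at day 7. At day 0 they included proliferation (0.14, limma camera adjusted p = 6.35e-05) and p53 (0.165, adjusted p = 0.000489). Interferon at day 0 and proliferation at day 7 did not pass. Ucp1, a marker of thermogenic adipocytes, was below the filter: it had at most 36 reads in any library and was at 0.988 ± 0.522 FPKM in ctrl, 0.129 ± 0.127 FPKM in libraries labelled Cre, 0.871 ± 0.270 FPKM in Cre + NFIA and 0.0174 ± 0.0301 FPKM in Cre + NFIA Δpro#3 at day 7, at least 5.80-fold lower with the mutant than in Cre + NFIA.

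The same comparisons were made before differentiation. At day 0, 3 genes were called between libraries labelled Cre and ctrl, 1 higher and 2 lower, and 2 with the replicate block, 1 of them shared (correlation of same-numbered libraries 0.0360). With median-of-ratios size factors 1 gene was called, so the share of higher calls went from 33.3% to 0%. Dcn (chromosome 10, 96942245 to 96980777) was at 18.8 ± 2.86 FPKM in ctrl and 5.15 ± 0.246 FPKM in libraries labelled Cre (log2 fold change -1.68, SE 0.14, limma adjusted p = 0.000216). The other calls, Mir7054 and Mirlet7e, are shorter than 200 bases and had at most 3 and 11 reads per library in their higher group. Between Cre + NFIA and Cre 68 genes were called, 47 higher and 21 lower (69 with the block, 68 shared; correlation -0.0270). Clec3b (chromosome 9, 123060064 to 123066548) was at 72.2 ± 5.60 FPKM in Cre + NFIA and 5.65 ± 3.12 FPKM in libraries labelled Cre (log2 fold change 3.55, SE 0.24, limma adjusted p = 2.56e-06). Bmp4 (chromosome 14, 47003195 to 47010344) was at 12.8 ± 1.24 and 0.340 ± 0.161 FPKM, and Myoc (chromosome 1, 164569281 to 164579824) was at 9.57 ± 1.14 FPKM in Cre + NFIA, at least 56.4-fold higher. The largest falls were -2.84 in Ptn, -2.47 in Cemip and -2.37 in Npnt. Between Cre + NFIA and ctrl 55 genes were called, 32 higher and 23 lower (55 with the block; correlation 0.0330).

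With Cre + NFIA Δpro#3 at day 0, 18 genes were called against Cre, 8 higher and 10 lower (18 with the replicate block, 17 shared; correlation of same-numbered libraries 0.0210). Of these 7 are shorter than 200 bases, among them Snora43, Snord49b, Mir199a-1 and Mir343, with at most 11, 7, 7 and 4 reads per library in their higher group. Lrrc17 (chromosome 5, 21049345 to 21081718) was at 56.2 ± 6.44 FPKM in libraries labelled Cre, 12.8 ± 1.54 FPKM with the mutant and 11.4 ± 1.10 FPKM with full-length NFIA. Ptn was at 573 ± 39.7, 165 ± 16.7 and 79.2 ± 7.33 FPKM in the same order, and Clec3b was at 4.81 ± 0.526 FPKM with the mutant. Against Cre + NFIA 24 genes were called, 3 higher and 21 lower with the mutant (24 with the block; correlation 0.0310). For the 46 genes other than Nfia that were higher with full-length NFIA, the median log2 change against Cre was 0.47 with the mutant and 1.77 with full-length NFIA. For the 21 lower genes these medians were -1.15 and -1.77.

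**Figure D2:**
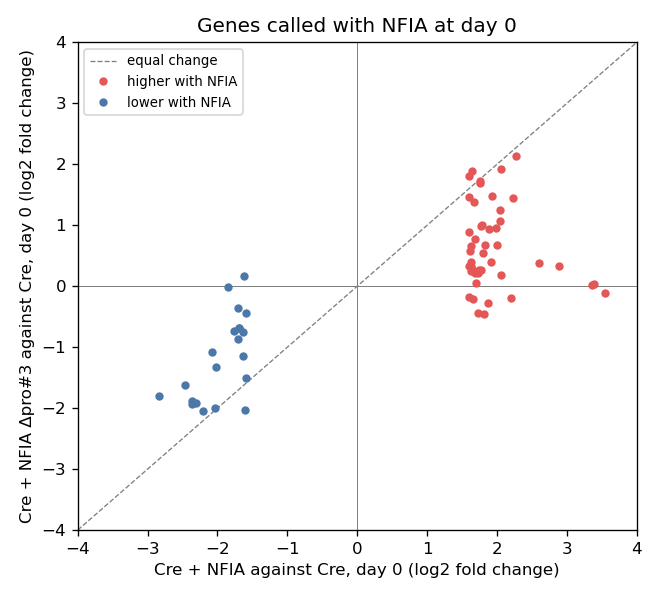
Log2 fold change at day 0 of each gene called in Cre + NFIA against Cre (x axis) and of the same gene in Cre + NFIA Δpro#3 against Cre (y axis), without Nfia. The 21 lower genes had a median of -1.15 on the y axis and the 46 higher genes 0.47.

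Between day 0 and day 7 of differentiation 1075 genes were called in ctrl (713 higher at day 7), 345 in libraries labelled Cre (286 higher), 1148 in Cre + NFIA (730 higher) and 184 in Cre + NFIA Δpro#3 (144 higher). With the replicate block these were 1075, 346, 1149 and 183, at correlations of same-numbered libraries of -0.159, -0.00700, 0.0350 and -0.0240. Without the fold threshold ctrl had 4157 higher and 4812 lower genes and Cre + NFIA 4017 higher and 4847 lower, and with median-of-ratios size factors 4686 and 4321 in ctrl and 4509 and 4315 in Cre + NFIA. The difference between cell types itself differed between the days in 194 genes for Cre against ctrl (34 higher and 160 lower), 361 for Cre + NFIA against Cre (215 and 146) and 97 for Cre + NFIA Δpro#3 against Cre (4 and 93). The block gave 198, 360 and 97. Without the fold threshold the first had 3753 higher and 2471 lower and the second 2378 higher and 3805 lower, and with median-of-ratios size factors 2837 and 3289 and 3158 and 2914. For Cre + NFIA against Cre the share of higher calls was 59.6% as deposited and 71.1% with median-of-ratios size factors. Median-of-ratios size factors shifted the median gene by -0.11 and 0.11 in the interactions of Cre against ctrl and of Cre + NFIA against Cre, and quantile normalization shifted it by -0.10 in libraries labelled Cre between days.

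Other nuclear factor I genes and muscle genes belong to the genes the study is about. At day 7 Nfib was at 15.2 ± 0.806 FPKM in ctrl, 4.75 ± 1.06 FPKM in libraries labelled Cre, 12.7 ± 0.882 FPKM in Cre + NFIA and 1.62 ± 0.688 FPKM in Cre + NFIA Δpro#3 (Cre against ctrl: log2 fold change -1.51, SE 0.17, limma adjusted p = 1.63e-05). Nfix was at 38.9 ± 2.32, 63.7 ± 3.51, 32.3 ± 0.278 and 64.3 ± 1.69 FPKM in the same order (Cre against ctrl: log2 fold change 0.70, SE 0.054, limma adjusted p = 1.35e-06). Myod1, Myh8 and Gm45923 were listed at 0 in all 24 libraries and Myog had at most 3 reads in any, so a difference in them was not detectable at this depth. Of 33 skeletal muscle list genes 8 were tested. At day 7 these 8 changed by 0.91 in Cre + NFIA against Cre (limma camera adjusted p = 0.048), with 6 higher and 2 lower. That is the other way to the contractile list below. Against ctrl they changed by 0.49 in Cre + NFIA (limma camera adjusted p = 0.0245). These 2 results did not pass in 5 and 3 of 6 alternatives. The changes of -0.42 in Cre against ctrl and -0.04 with the mutant against Cre did not pass. The contractile gene Myl9 was at 49.6 ± 7.50 FPKM in ctrl, 68.8 ± 2.55 FPKM in libraries labelled Cre, 25.1 ± 3.04 FPKM in Cre + NFIA and 75.5 ± 6.57 FPKM in Cre + NFIA Δpro#3 at day 7. At day 0 it was at 51.2, 41.1 and 54.7 FPKM in the ctrl replicates, 38.4 ± 0.735 FPKM in libraries labelled Cre, 18.3 ± 2.26 FPKM in Cre + NFIA and 19.7 ± 1.64 FPKM in Cre + NFIA Δpro#3, lower than in libraries labelled Cre both with full-length NFIA (log2 fold change -1.03, SE 0.11, limma adjusted p = 5.61e-05) and with the mutant (log2 fold change -0.93, SE 0.11, limma adjusted p = 0.00031). The 15 contractile list genes changed at day 0 by -0.45 with full-length NFIA (limma camera adjusted p = 1.63e-07; with the block 3.24e-07) and by -0.38 with the mutant (adjusted p = 1.75e-09; with the block 5.86e-09), at correlations of same-numbered libraries of -0.0270 and 0.0210. At day 7 they changed by -0.85 with full-length NFIA (limma camera adjusted p = 0.000495; with the block 0.000811) and the other way, by 0.24, with the mutant (adjusted p = 0.00244; with the block 0.00369; 13 of 15 genes higher), at correlations of -0.00500 and 0.0330. For Cre against ctrl the contractile list changed at day 0 by -0.16 (limma camera adjusted p = 0.0201, 10 of 15 genes lower). This did not pass in 2 of 6 fits with a library left out. The list was thus not higher in libraries labelled Cre than in ctrl at day 0. Its day 7 change of 0.36 did not pass. Of 12 study genes tested, 10 passed an adjusted p of 0.05 for Cre against ctrl at day 7 when adjusted over all genes. When adjusted over those genes alone 10 passed.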

Values the study reported

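The paper reports 444 genes down-regulated by NFIA knockout in differentiated adipocytes, from DESeq2 at a change of at least 3-fold and P < 0.05.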

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

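These results stood out because the same comparison gave different values on day 0 and day 7, by a test of that difference. The counts with thinned reads and without short genes are tests chosen only after the result was seen. Cre stands for libraries labelled Cre, whose gene-level Nfia did not fall. Changes are means on the log2 scale and adjusted p for lists are from limma camera.

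For Cre against ctrl the difference between cell types differed between day 0 and day 7 in 194 genes. With reads thinned to the smallest library 193 genes were called, with median-of-ratios size factors 233 and without genes under 200 bases 176. All were within 1.5 times the count, so depth, a few genes taking most of the reads and short genes do not account for its size. With median-of-ratios size factors 184 of the 194 genes stayed called, and the share of higher calls went from 17.5% to 10.3%. The scaling thus moved which genes were called. Of 32 assignments of the cell type labels within the days 6 gave as many genes, the real one included. All of those kept the day 7 labels whole, and the highest count of another assignment was 256. The 24 with mixed day 7 labels gave at most 3. The adipocyte list changed by -1.71 (adjusted p = 2.02e-13, 26 of 26 genes that way, 4.24e-14 to 0.234 over alternatives, not passing in 1 of 6) and the thermogenic list by -1.43 (adjusted p = 9.69e-09, 14 of 14 genes that way, 2.71e-09 to 0.108 over alternatives, not passing in 1 of 6). The contractile list changed by 0.52 (adjusted p = 0.00363, 13 of 15 genes that way, 0.000589 to 0.311 over alternatives, not passing in 1 of 6) and the interferon list by 0.77 (adjusted p = 5.32e-06, 19 of 19 genes that way, 1.23e-08 to 0.267 over alternatives, not passing in 1 of 6). Fabp4 changed by -2.01 (limma adjusted p = 0.00063, 0.000323 to 0.473 over alternatives, not called in 1 of 11). It was not called under quantile normalization, where it changed by -0.38. That setting gives the top gene the same value in each library, and Fabp4 was the top gene in 5 of these 6 day 7 libraries, so it could not test Fabp4 here.

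For Cre + NFIA against Cre the difference between cell types differed between day 0 and day 7 in 361 genes. With reads thinned to the smallest library 361 genes were called, with median-of-ratios size factors 367 and without genes under 200 bases 339. All were within 1.5 times the count, so depth, a few genes taking most of the reads and short genes do not account for its size. With median-of-ratios size factors 321 of the 361 genes stayed called, and the share of higher calls went from 59.6% to 71.1%. The scaling thus moved which genes were called. Of 32 assignments of the cell type labels within the days 6 gave as many genes, the real one included. All of those kept the day 7 labels whole, and the highest count of another assignment was 955. The 24 with mixed day 7 labels gave at most 100. The adipocyte list changed by 1.62 (adjusted p = 2.59e-11, 26 of 26 genes that way, 4.81e-12 to 0.265 over alternatives, not passing in 1 of 6) and the thermogenic list by 1.94 (adjusted p = 1.33e-09, 14 of 14 genes that way, 1.66e-09 to 0.108 over alternatives, not passing in 1 of 6). The skeletal muscle list changed by 0.84 (adjusted p = 0.0225, 6 of 8 genes that way, 0.0268 to 0.177 over alternatives, not passing in 3 of 6), the proliferation list by -0.41 (adjusted p = 0.0018, 17 of 18 genes that way, 0.000118 to 0.238 over alternatives, not passing in 1 of 6), the interferon list by -0.65 (adjusted p = 0.000355, 17 of 19 genes that way, 2.08e-05 to 0.343 over alternatives, not passing in 1 of 6) and the p53 list by -0.55 (adjusted p = 0.0044, 11 of 14 genes that way, 0.000721 to 0.234 over alternatives, not passing in 1 of 6). Nfib changed by 1.82 (limma adjusted p = 5.77e-07, 3.47e-08 to 6.26e-06 over alternatives, not called in 1 of 11), Ppara by 1.89 (limma adjusted p = 1.06e-08, 5.84e-10 to 3.93e-06 over alternatives, not called in 1 of 10) and Ppargc1a by 2.38 (limma adjusted p = 1.25e-10, 8.39e-13 to 0.000495 over alternatives, not called in 1 of 10). With pseudocount 5 these 3 genes changed by 1.09, 0.79 and 1.03, below 3-fold. At day 0 Ppargc1a had at most 4 reads per library in Cre and 2 in Cre + NFIA. Ppara was at 0.337 and 0.278 FPKM there. On the log2(FPKM + 1) scale little day 0 difference could appear in these 2 genes, so their interactions mostly restate the day 7 change.

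For Cre + NFIA Δpro#3 against Cre the difference between cell types differed between day 0 and day 7 in 97 genes. With reads thinned to the smallest library 89 genes were called, with median-of-ratios size factors 94 and without genes under 200 bases 88. All were within 1.5 times the count, so depth, a few genes taking most of the reads and short genes do not account for its size. With median-of-ratios size factors 93 of the 97 genes stayed called. Of 32 assignments of the cell type labels within the days 2 gave as many genes, the real one included. All of those kept the day 7 labels whole, and the highest count of another assignment was 149. The 24 with mixed day 7 labels gave at most 36. The adipocyte list changed by -1.75 (adjusted p = 7.22e-22, 26 of 26 genes that way, 2.52e-24 to 0.163 over alternatives, not passing in 1 of 6) and the thermogenic list by -0.42 (adjusted p = 0.0444, 9 of 14 genes that way, 0.0227 to 0.413 over alternatives, not passing in 2 of 6). The contractile list changed by 0.62 (adjusted p = 4.19e-12, 15 of 15 genes that way, 7.59e-13 to 0.108 over alternatives, not passing in 1 of 6) and the proliferation list by -0.25 (adjusted p = 6.69e-05, 17 of 18 genes that way, 4.75e-05 to 0.177 over alternatives, not passing in 1 of 6). Fabp4 changed by -3.24 (limma adjusted p = 4.36e-05, 1.41e-05 to 0.00457 over alternatives, not called in 0 of 11).

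The 6, 6 and 2 of 32 assignments that gave as many genes all carry the real day 7 difference. Among them other assignments gave up to 256, 955 and 149 genes, above the real 194, 361 and 97. Mixing the day 7 labels removes the day 7 difference. The lower counts there therefore do not test whether the effect differs between the days. These assignments cannot tell the real counts from chance. The list and single-gene interactions were not set against other assignments. With the correlation estimated for each list, none of the list interactions passed (0 of all 119 list tests, 32 at an unadjusted p under 0.05), so the list p depend on the assumed correlation. A biological difference between the days in the effect of the cell type remains a hypothesis.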

How the results depend on the processing

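The alternatives run with limma voom, thinned reads and genes of at least 200 bases, and for lists the block, the scalings, thinned reads and each library left out, and the scalings without a fold threshold were chosen after the results were seen. In this part Cre stands for libraries labelled Cre, whose gene-level Nfia did not fall. With the replicate block all 17 counts of calls stayed within 1.5 times the reported count, with 191 for Cre against ctrl at day 7 and 2 at day 0. The counts depended on the pseudocount, the fold threshold and the use of voom, and the cause was not tested. Without a fold threshold 9 of 17 comparisons had the opposite balance of higher and lower genes to that of the calls. Without that threshold the balance reversed in 10 with median-of-ratios size factors and in 7 with quantile normalization, 14 under at least 1 of them, so it depends on the scaling.

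With pseudocount 0.1, there were 433 calls for Cre against ctrl, 912 calls for Cre + NFIA against Cre, 196 calls for Cre + NFIA Δpro#3 against Cre, 1486 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 114 calls for Cre + NFIA against ctrl at day 7. At day 0 there were 11 calls for Cre against ctrl, 199 calls for Cre + NFIA against Cre, 54 calls for Cre + NFIA Δpro#3 against Cre, 91 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 175 calls for Cre + NFIA against ctrl. Between days there were 1701 calls for ctrl, 737 calls for Cre, 1776 calls for Cre + NFIA and 490 calls for Cre + NFIA Δpro#3. Interactions gave 457 calls for Cre against ctrl, 748 calls for Cre + NFIA against Cre and 218 calls for Cre + NFIA Δpro#3 against Cre. Shared calls were 251 genes lower in Cre and higher in Cre + NFIA, 3 genes lower in Cre and higher with Cre + NFIA Δpro#3, 76 genes higher in Cre and lower in Cre + NFIA and 4 genes higher in Cre and lower with Cre + NFIA Δpro#3.

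With pseudocount 5, there were 72 calls for Cre against ctrl, 163 calls for Cre + NFIA against Cre, 27 calls for Cre + NFIA Δpro#3 against Cre, 413 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 12 calls for Cre + NFIA against ctrl at day 7. At day 0 there were 0 calls for Cre against ctrl, 12 calls for Cre + NFIA against Cre, 4 calls for Cre + NFIA Δpro#3 against Cre, 4 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 14 calls for Cre + NFIA against ctrl. Between days there were 557 calls for ctrl, 146 calls for Cre, 584 calls for Cre + NFIA and 67 calls for Cre + NFIA Δpro#3. Interactions gave 76 calls for Cre against ctrl, 140 calls for Cre + NFIA against Cre and 27 calls for Cre + NFIA Δpro#3 against Cre. Shared calls were 56 genes lower in Cre and higher in Cre + NFIA, 0 genes lower in Cre and higher with Cre + NFIA Δpro#3, 4 genes higher in Cre and lower in Cre + NFIA and 0 genes higher in Cre and lower with Cre + NFIA Δpro#3.

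With a 2-fold threshold, there were 971 calls for Cre against ctrl, 1616 calls for Cre + NFIA against Cre, 243 calls for Cre + NFIA Δpro#3 against Cre, 2306 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 131 calls for Cre + NFIA against ctrl at day 7. At day 0 there were 14 calls for Cre against ctrl, 255 calls for Cre + NFIA against Cre, 80 calls for Cre + NFIA Δpro#3 against Cre, 129 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 250 calls for Cre + NFIA against ctrl. Between days there were 2552 calls for ctrl, 919 calls for Cre, 2576 calls for Cre + NFIA and 596 calls for Cre + NFIA Δpro#3. Interactions gave 1053 calls for Cre against ctrl, 1430 calls for Cre + NFIA against Cre and 327 calls for Cre + NFIA Δpro#3 against Cre. Shared calls were 454 genes lower in Cre and higher in Cre + NFIA, 385 genes higher in Cre and lower in Cre + NFIA and 4 genes higher in Cre and lower with Cre + NFIA Δpro#3.

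Without a fold threshold, there were 7430 calls for Cre against ctrl, 7958 calls for Cre + NFIA against Cre, 2238 calls for Cre + NFIA Δpro#3 against Cre, 8750 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 2271 calls for Cre + NFIA against ctrl at day 7. At day 0 there were 421 calls for Cre against ctrl, 3483 calls for Cre + NFIA against Cre, 2311 calls for Cre + NFIA Δpro#3 against Cre, 1275 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 4190 calls for Cre + NFIA against ctrl. Between days there were 8969 calls for ctrl, 6531 calls for Cre, 8864 calls for Cre + NFIA and 5247 calls for Cre + NFIA Δpro#3. Interactions gave 6224 calls for Cre against ctrl, 6183 calls for Cre + NFIA against Cre and 2296 calls for Cre + NFIA Δpro#3 against Cre. Shared calls were 2554 genes lower in Cre and higher in Cre + NFIA, 69 genes lower in Cre and higher with Cre + NFIA Δpro#3, 3852 genes higher in Cre and lower in Cre + NFIA and 134 genes higher in Cre and lower with Cre + NFIA Δpro#3.

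With limma voom, there were 507 calls for Cre against ctrl, 996 calls for Cre + NFIA against Cre, 217 calls for Cre + NFIA Δpro#3 against Cre, 1589 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 132 calls for Cre + NFIA against ctrl at day 7. At day 0 there were 16 calls for Cre against ctrl, 241 calls for Cre + NFIA against Cre, 76 calls for Cre + NFIA Δpro#3 against Cre, 125 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 220 calls for Cre + NFIA against ctrl. Between days there were 1802 calls for ctrl, 793 calls for Cre, 1872 calls for Cre + NFIA and 597 calls for Cre + NFIA Δpro#3. Interactions gave 446 calls for Cre against ctrl and 789 calls for Cre + NFIA against Cre. Shared calls were 268 genes lower in Cre and higher in Cre + NFIA, 3 genes lower in Cre and higher with Cre + NFIA Δpro#3, 115 genes higher in Cre and lower in Cre + NFIA and 3 genes higher in Cre and lower with Cre + NFIA Δpro#3.

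With a mean FPKM of at least 5, there were 11 calls for Cre + NFIA against ctrl at day 7. At day 0 there was 1 call for Cre against ctrl, 40 calls for Cre + NFIA against Cre, 12 calls for Cre + NFIA Δpro#3 against Cre + NFIA and 32 calls for Cre + NFIA against ctrl. Interactions gave 225 calls for Cre + NFIA against Cre. Shared calls were 0 genes lower in Cre and higher with Cre + NFIA Δpro#3 and 0 genes higher in Cre and lower with Cre + NFIA Δpro#3. Without genes under 200 bases, there was 1 call for Cre against ctrl and 11 calls for Cre + NFIA Δpro#3 against Cre at day 0, with overlaps of 0 genes lower in Cre and higher with Cre + NFIA Δpro#3 and 0 genes higher in Cre and lower with Cre + NFIA Δpro#3. Without a filter on low values, there was 1 call for Cre against ctrl at day 0, with overlaps of 0 genes higher in Cre and lower with Cre + NFIA Δpro#3. With median-of-ratios size factors, there was 1 call for Cre against ctrl at day 0, with overlaps of 9 genes higher in Cre and lower in Cre + NFIA. Cre against ctrl at day 0 also gave 1 gene with quantile normalization, 1 without a trend and 7 at an unadjusted p. At pseudocount 5 it gave 0, with 0 at an unadjusted p under 0.05 and 3-fold as well. At day 0, 2 of 3 calls for Cre against ctrl and 7 of 18 for Cre + NFIA Δpro#3 against Cre were under 200 bases. Their removal accounts for the 1 and 11 calls without such genes. The cause was not tested for the other counts.

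Each library of the compared groups was left out in turn. Calls of Cre + NFIA Δpro#3 against Cre at day 7 ranged from 42 to 128, of Cre against ctrl from 131 to 259 at day 7 and 2 to 4 at day 0, and of Cre + NFIA against Cre from 377 to 544 and 60 to 68. Overlaps ranged from 84 to 174 genes lower in Cre and higher in Cre + NFIA, 0 to 2 lower in Cre and higher with Cre + NFIA Δpro#3, 12 to 25 higher in Cre and lower in Cre + NFIA, and 0 to 3 higher in Cre and lower with Cre + NFIA Δpro#3. The day 0 change of Nfia in Cre against ctrl ranged from -0.12 to 0.034 and reversed without Cre replicate 2. The adipocyte list in that comparison ranged from -0.071 to -0.045 and passed without ctrl replicate 2. The thermogenic list in Cre + NFIA Δpro#3 against Cre + NFIA at day 0 ranged from -0.012 to 0.050, reversing without Cre + NFIA replicate 1. At day 7 Nfia in Cre against ctrl reversed to -0.039 with median-of-ratios size factors and -0.058 with quantile normalization. The cause was not tested.

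With the inter-gene correlation estimated for each list 0 of 119 list tests passed, 32 were under an unadjusted p of 0.05, and the adjusted p ranged from 0.108 to 0.99. The mean changes are the reported ones, since this choice moves only the p. Adipocyte lists no longer past the threshold changed by -1.76 for Cre against ctrl at day 7, 1.89 for Cre + NFIA against Cre at day 7, -1.71 for Cre + NFIA Δpro#3 against Cre at day 7, -3.60 for Cre + NFIA Δpro#3 against Cre + NFIA at day 7, 0.26 for Cre + NFIA against Cre at day 0, -0.22 for Cre + NFIA Δpro#3 against Cre + NFIA at day 0, 6.03 for day 7 against day 0 in ctrl, 4.33 for day 7 against day 0 in Cre, 5.95 for day 7 against day 0 in Cre + NFIA, 2.58 for day 7 against day 0 in Cre + NFIA Δpro#3, -1.71 for the interaction of Cre against ctrl, 1.62 for the interaction of Cre + NFIA against Cre and -1.75 for the interaction of Cre + NFIA Δpro#3 against Cre. Thermogenic lists no longer past it changed by -1.39 for Cre against ctrl at day 7, 1.83 for Cre + NFIA against Cre at day 7, -0.50 for Cre + NFIA Δpro#3 against Cre at day 7, -2.33 for Cre + NFIA Δpro#3 against Cre + NFIA at day 7, 2.39 for day 7 against day 0 in ctrl, 0.97 for day 7 against day 0 in Cre, 2.91 for day 7 against day 0 in Cre + NFIA, 0.55 for day 7 against day 0 in Cre + NFIA Δpro#3, -1.43 for the interaction of Cre against ctrl, 1.94 for the interaction of Cre + NFIA against Cre and -0.42 for the interaction of Cre + NFIA Δpro#3 against Cre. With pseudocount 0.1 the thermogenic list in the interaction of Cre + NFIA Δpro#3 against Cre changed by -0.60 and no longer passed, and with quantile normalization the adipocyte list in Cre + NFIA against ctrl at day 0 changed by 0.20 and passed. Under alternatives other than the estimated correlation and leaving out a library, 10 of 20 skeletal muscle list results and 1 of 40 proliferation list results no longer passed, and the contractile, interferon and p53 list results that had passed still did. Leaving out a library, 3 of 12 skeletal muscle, 2 of 48 contractile, 2 of 42 interferon and 1 of 42 p53 list results no longer passed. Among single genes, alternatives other than leaving out a library changed 52 results to below the threshold, 14 to past it and 2 in direction, and 1172 were unchanged. Leaving out a library changed 29 to below the threshold, 4 to past it and 1 in direction, and 572 were unchanged.

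Depth limits the low genes. The 20 genes under 200 bases called at day 0 had a median of 3 reads (2 to 18) in their highest group, and Myog and the genes listed at 0 could not be compared. Ucp1 and Cidea were below the filter and were set only against the floor of 3 reads, without a test. At day 7 Ucp1 was at least 5.80-fold lower in Cre + NFIA Δpro#3 than in Cre + NFIA, and Cidea was at least 1.90-fold higher in Cre + NFIA than in Cre and at least 2.17-fold lower in Cre + NFIA Δpro#3 than in Cre + NFIA. The branches for a table of counts (filterByExpr, TMM, edgeR and DESeq2) were not run, because the values are FPKM.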

Other observations

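The tests of the day 0 shares, the adipocyte list, Nfia, the short genes and which assignments kept real groups whole were chosen only after the result was seen. Cre stands for libraries labelled Cre, whose gene-level Nfia did not fall.

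For each of the 14 comparisons of 2 groups, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many called genes, the real split. The others gave 0, and at an unadjusted p under 0.05 and 3-fold 1 to 16 genes. At that threshold 3 of the 4 splits gave as many genes as the real one for Cre against ctrl at day 0 (the real split 7, another 10), and the real split alone did for the other 13 comparisons. With 4 splits the share cannot go under 0.25, so these counts of splits cannot settle chance either way. The other 6 of the 10 splits part only 1 same-numbered pair and were not used. For the lists within a day, 28 comparisons at day 0 and 28 at day 7 were reached by the real split alone, 1 by 2 splits, 5 and 2 by 3, and 2 and 4 by all 4. The overlap of genes lower in Cre and higher in Cre + NFIA was reached by 1 of 100 assignments of the labels, the real one. The overlap of genes higher in Cre and lower in Cre + NFIA was reached by 6, and those with Cre + NFIA Δpro#3 by 11 and 11. Assignments that reached these 3 overlaps kept at least 1 real group whole. Other assignments shared up to 31, 73 and 300 genes, against the real 18, 1 and 1. The 74 that mixed every group shared 0 genes, because mixing removes the group differences, so they do not test the overlaps. These counts cannot tell the 3 overlaps from chance.

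At day 0 the 21 genes lower with full-length NFIA kept 65.1% of their median change with Cre + NFIA Δpro#3, and the 46 higher genes kept 26.7%. In the single libraries the lower genes kept 75.3, 65.2 and 65.5% and the higher genes 26.3, 29.5 and 24.4%. With the genes taken from Cre + NFIA against ctrl, so that the Cre libraries did not choose them, the lower genes changed by -1.15 with the mutant against Cre, 71.7% against 18.6% for the higher genes. The shares differed by 38.4 percentage points, which is the pattern itself and does not test less transgene in Cre + NFIA Δpro#3. At day 0 Nfia was at 60.7 FPKM with the mutant and 72.4 FPKM in Cre + NFIA, 83.8% of it. An effect in proportion to that amount would keep this share in both lists, which they did not. Other relations between amount and effect were not tested, and the pattern cannot be told apart from them. Without genes under 200 bases the lower genes kept 69.3% and the higher 18.9%. With pseudocount 0.1 the shares were 65.9% and 43.5%, a gap only a little above the 20 points set as the limit for this test, so the gap depended on the scale, and with median-of-ratios size factors 65.2% and 26.8%. Among the lower genes 15 of 21 still differed from Cre + NFIA toward Cre at an adjusted p under 0.05, and 34 of 46 higher genes did. Whether the deleted segment matters more for genes that NFIA raises than for genes it lowers remains open.

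At day 7 the adipocyte list was lower in Cre + NFIA Δpro#3 than in Cre, by -1.71, with 26 of 26 genes lower. With each Cre library left out the highest limma camera adjusted p was 4.75e-22, and with thinned reads it was 2.71e-24. With the estimated correlation the adjusted p was 0.181, in a range of 1.73e-24 to 0.181 over the alternatives, so the list p depended on the assumed correlation. Single genes of the list do not use it, and Fabp4 changed by -2.30 (limma adjusted p = 0.00138), Cidec by -2.47 (0.000777) and Pparg by -1.23 (0.00122). The list scores were 4.88 ± 0.53 (SD, n = 3) in Cre + NFIA Δpro#3 and 6.59 ± 0.46 in Cre, and the libraries of the groups did not overlap, as 10% of groupings of 3 against 3 give by chance. An effect of the mutant beyond loss of function may explain this, as a hypothesis.

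Nfia in libraries labelled Cre was at 96% of ctrl at day 0 and 106% at day 7. Exon 2 holds 5.5% of the gene length, and the SD of the libraries was 12.5% and 5.8% of the mean. Loss of exon 2 alone could therefore pass unseen at gene level, and these values cannot tell it from no deletion. The paper reports the deletion from genomic PCR, RT-qPCR and western blot, which were not analysed here.

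The 20 genes under 200 bases called at day 0 had a median of 3 reads in their highest group, so short genes where 1 read is a large FPKM are a candidate explanation for these calls, and no biological explanation was tested.

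For genes lower in differentiated cells labelled Cre than in ctrl, 161 genes were called here. There were 311 at pseudocount 0.1, 326 with limma voom and 67 at pseudocount 5. These are fewer than the study gives, by another test on counts, and how far below depends on the scale. The paper does not state whether the P of its calls was adjusted.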
